A study of Homo sapiens with 16 samples.

How the data were processed

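CUT&RUN profiles protein-bound DNA by letting an antibody direct a nuclease to its target in permeabilised nuclei, so that short fragments around the bound sites are released and sequenced. The series holds 16 samples of the human melanoma cell line WM164 overexpressing either GFP or the transcription factor MAFG. Each cell line was profiled with anti-MAFG (3 replicates), anti-MITF (3 replicates), anti-H3K4me3 (1 sample) and an anti-rabbit IgG control (1 sample). The 14 peak lists of the first 3 antibodies were analysed. The 2 IgG samples were not analysed here.

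Each list holds the peaks of 1 library, so peaks were called per sample and not on pooled replicates. The values of each peak are the authors': a fold enrichment, which is a linear ratio, and the −log10 of a p-value and of a q-value, all as deposited in narrowPeak layout. The lowest −log10 q in any list was 2.00. Positions of the peak and its summit are also the authors'. The aligner, the peak caller, the control used and the genome build are not stated in the labels or the files. The deposited fold enrichment was used only to describe and rank peaks within a list, and to recover pileups as described further on.

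The build was checked with the H3K4me3 peaks and the RefSeq gene table of assembly GRCh38.p14. Of the summits in GFP cells, 64.0% lay within 1000 bp of an end of a protein-coding gene, and 5.90% did so after summits were moved by 100000 bp. In MAFG cells the values were 71.4% and 5.90%. Because the files name no build, the table served for gene names and neighbouring genes, and none of its coordinates are given. It holds 59675 genes on the chromosomes used, and all 20 symbols of the fixed gene lists were matched in it.

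Peaks on chromosomes 1 to 22, X and Y entered the comparisons. Peaks of the 6 libraries of an antibody were merged where they overlapped or touched, and a library was counted as having a region when 1 of its peaks overlapped it by at least 1 bp. A consensus region of a group was a merged region called in at least 2 of its 3 libraries. Regions of one cell line only were called in 3 of 3 libraries of that line and 0 of 3 of the other. Co-occupancy was the share of anti-MITF consensus regions overlapping an anti-MAFG consensus region of the same cells. It was set against 1000 circular shifts of the anti-MAFG regions along each chromosome (one-sided permutation test, smallest p 0.000999). Such shifts keep widths and spacing and do not account for open chromatin shared by both factors.

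Peak numbers on the log2 scale and shares per library were compared by two-sided exact permutation tests. With 3 libraries against 3 there are 20 assignments and the smallest p is 0.1. The test over both antibodies permuted cell labels within each antibody (400 assignments, smallest p 0.005). H3K4me3 had 1 library per cell line and no test. Within each group the largest shared share of base pairs between a pair of libraries was 44.9%, so no library was present more than once.

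Gene lists were fixed before the data were examined: 10 genes with known MAF or NRF2 sites and 10 known MITF targets. The plan was to use peaks within 5000 bp of a start site; since the gene table gives no strand, 5000 bp around either end of the gene was used. The number of listed genes with a consensus region was compared with 10000 random lists of protein-coding genes matched on 5 length classes and on an H3K4me3 peak in GFP cells. The 16 tests of 2 lists, 4 groups and 2 windows were adjusted by the Benjamini-Hochberg method. The test against random lists was added after the data were seen. The other regions named are, for each antibody and direction, the 3 regions of one cell line only with the best mean rank of the authors' fold enrichment. The planned promoter share, which needs start sites, and the planned motif shares, which need a genome sequence, were not run.

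The lists hold no read counts, so sequencing depth was recovered from the deposited values. In each library the fold enrichment and p-value of a peak were solved together for a whole number of fragments at the summit and a local background, with fold = (pileup + 1) / (background + 1) and a Poisson upper tail for p, and with 1 scale factor per library. The tolerance was 0.001 in −log10 p, or a small fixed fraction of −log10 p where that was larger, as for strong peaks. With it, this solution matched 100.0% of peaks in all 12 anti-MAFG and anti-MITF libraries. It matched 95.6% in the H3K4me3 library of GFP cells and 99.99% in that of MAFG cells. With the scale multiplied by 0.9 it matched between 10.2% and 16.8%. The genome-wide background divided by the shortest peak of a library gave depths in fragments per kb of the genome size used in calling. These depths rest on that inferred formula and are not stated by the authors.

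The region count, the shift test and the recovery of pileups were tested on simulated data with fixed seeds. For the 34223 merged anti-MAFG regions and the 29820 merged anti-MITF regions, 200 of 200 planted regions were found in each. Planted regions were given exactly the counted pattern of calls, so this checks the counting and not the sensitivity to noisy calls. In these simulations 566 and 489 unplanted regions also met the rule by chance, both directions together. A planted overlap of 20.0% of the 17346 anti-MITF consensus regions of GFP cells was recovered as 21.4%, and one of 20.0% of the 2019 of MAFG cells as 20.0%. Of 20 unrelated sets, 2 and 0 had p under 0.05. Simulated pileups were recovered for 100.0% of 2400 peaks at the peak number of anti-MITF in MAFG cells and of 20000 peaks at that in GFP cells.

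Alternatives chosen before the data were examined were a −log10 q of at least 5, all sequences in the files, an equal number of peaks per library, other overlap and consensus rules, leaving out each replicate, and a replicate block. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.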

Results

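Genome occupancy of MAFG, MITF and the promoter-associated histone mark H3K4me3 was measured by CUT&RUN in WM164 cells, a human melanoma line, overexpressing GFP or MAFG. MAFG is a small MAF protein that binds DNA as a dimer, and MITF is the master regulator of the pigment cell lineage. Each of the 4 groups with anti-MAFG or anti-MITF had 3 libraries, and each cell line had 1 H3K4me3 library. Total reads are not given in the peak lists. Depth recovered from the authors' peak values was 1.80 ± 0.562 fragments per kb for anti-MAFG and 1.39 ± 0.220 for anti-MITF in GFP cells, and 1.45 ± 0.199 and 1.54 ± 0.171 in MAFG cells (SD, n = 3 each), so the ranges of the lines overlapped. The recovered control depth was 2.36 fragments per kb for GFP-cell libraries and 0.781 for MAFG-cell libraries, a 3.02-fold difference. The pileups of all 7 MAFG-cell libraries had been scaled down in calling, by factors from 0.350 to 0.637, whereas only 1 of the 7 GFP-cell libraries had, by 0.969. Cell line and control therefore differ together in every comparison between the lines.

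The first question was whether MAFG overexpression changes the number of sites occupied by MAFG and MITF. In GFP cells, anti-MAFG gave 21503 ± 5906 peaks (SD, n = 3) and anti-MITF gave 20016 ± 163 (SD, n = 3). In MAFG cells the numbers were 2168 ± 563 (SD, n = 3) and 2367 ± 218 (SD, n = 3). The difference on the log2 scale was -3.30 for anti-MAFG (two-sided exact permutation test, p = 0.1, n = 3 per group) and -3.08 for anti-MITF (p = 0.1 by the same exact test). A p of 0.1 is the smallest that 3 libraries against 3 allow, and the groups did not overlap. Across both antibodies the mean difference was -3.19 (stratified exact permutation test, p = 0.005, the smallest it can give). This p takes libraries as independent, but those of a line share what appears to be 1 control. It does not separate overexpression from other differences between the lines or their controls. The 2 antibodies differed in their peak-number difference by -0.22 on the log2 scale, with a standard error of 0.332 from the spread between replicates. The exact permutation test of this difference (p = 0.84) decides nothing, since a value of about 4.37 was needed for p = 0.05. Counting base pairs covered by peaks moved the anti-MAFG difference most among the settings that used all libraries, to -3.53. H3K4me3 gave 13579 peaks in GFP cells and 11580 in MAFG cells, a log2 difference of -0.23 with no replicates.

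Replicates were compared by the share of base pairs common to a pair of libraries. Within groups this share averaged 39.3% and ranged from 33.3% to 44.9%. Between cell lines with the same antibody it averaged 6.34% (4.95% for anti-MAFG and 7.73% for anti-MITF). Between antibodies in the same cells it averaged 15.4%, with 25.0% in GFP cells and 5.82% in MAFG cells. The higher mean between antibodies therefore came from GFP cells only. These shares depend on peak number: the smaller library's peaks were overlapped by the larger library in 81.3% of cases on average between cell lines, and with equal peak numbers the shares were 12.1% between cell lines and 8.02% between antibodies, the opposite order. The H3K4me3 libraries of both lines shared 69.9% of base pairs.

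Sites were next divided by the libraries in which they were called. Of 34223 merged anti-MAFG regions, 8547 were called in 3 of 3 GFP-cell libraries and 0 of 3 MAFG-cell libraries, 119 showed the opposite pattern and 612 were called in all 6 libraries. Of 29820 merged anti-MITF regions, 7899 were called only in GFP cells by this rule, 3 only in MAFG cells and 1146 in all 6 libraries. A single region cannot pass 0.05 with 3 libraries against 3. With the 1836 best peaks of every library, which evens out peak number by construction, 401 anti-MAFG regions were specific to GFP cells and 539 to MAFG cells, and the anti-MITF numbers were 245 and 230. Without GFP-cell replicate 3, which had the fewest peaks of its group, 14548 anti-MAFG regions were called only in GFP cells, and without MAFG-cell replicate 2, 183 were called only in MAFG cells. The anti-MITF regions called only in MAFG cells numbered from 3 to 8 when single replicates were left out.

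**Figure D1:**
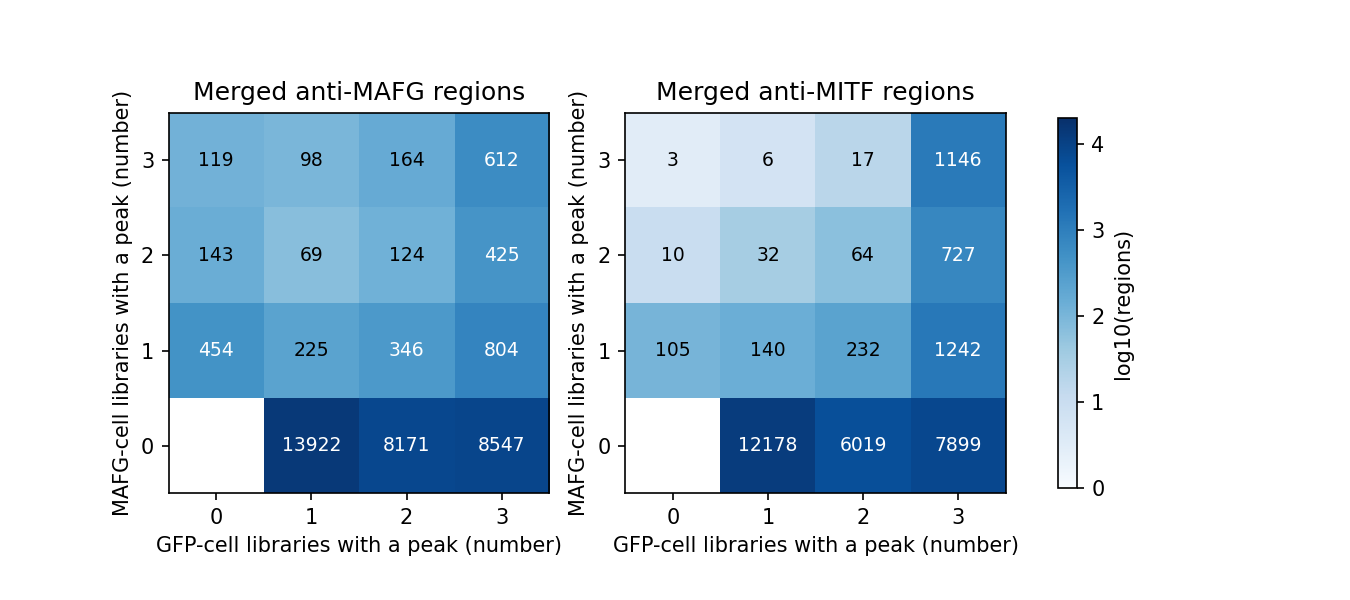
Number of merged regions by how many GFP-cell libraries (horizontal axis, 0 to 3) and MAFG-cell libraries (vertical axis, 0 to 3) had a peak there, for anti-MAFG and anti-MITF; colour gives log10 of the number. The lower right cells hold 8547 and 7899 regions and the upper left cells hold 119 and 3.

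Among anti-MAFG regions called only in GFP cells, 63.7% overlapped an anti-MITF consensus region of GFP cells and 28.9% an H3K4me3 peak of GFP cells. Among the 119 called only in MAFG cells, 5 overlapped an anti-MITF consensus region of MAFG cells and 2 an H3K4me3 peak of MAFG cells. By rank of the authors' fold enrichment, the leading regions of this set were on chromosome 1 from 48546934 to 48548359 within AGBL4 (fold enrichment 13.5 to 24.5), on chromosome 22 from 35371214 to 35373188 with HMOX1 as the nearest protein-coding gene (15.7 to 17.4), and on chromosome 19 from 13398951 to 13399789 within CACNA1A (11.7 to 16.9). None of these overlapped an H3K4me3 peak in either line. The leading anti-MAFG regions called only in GFP cells were on chromosome 3 from 167734197 to 167736939 at PDCD10 and SERPINI1 (fold enrichment 19.4 to 25.2), on chromosome 3 from 66971499 to 66973136 with KBTBD8 as the nearest protein-coding gene (18.7 to 30.3) and on chromosome 6 from 159789457 to 159790895 at MRPL18 and TCP1 (17.9 to 26.2). For anti-MITF, the leading regions called only in GFP cells were on chromosome 5 from 88250323 to 88252764 within TMEM161B (25.5 to 35.4), on chromosome 22 from 41945920 to 41948414 at CENPM and SMIM45 (23.5 to 33.8) and on chromosome 2 from 197283304 to 197284622 within ANKRD44 (20.9 to 21.5). The 3 anti-MITF regions called only in MAFG cells, nearest to DAPL1, NBPF1 and CADPS, were weak, with fold enrichments of 4.38 to 6.51. Coordinates are those of the files, which name no build and whose H3K4me3 peaks lined up with GRCh38 gene ends.

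Whether MITF and MAFG occupy the same sites was asked in each line. In GFP cells, 10253 of 17346 anti-MITF consensus regions (59.1%) overlapped an anti-MAFG consensus region, against a mean of 1.63% over 1000 shifts (one-sided permutation test, p = 0.000999, the smallest it can give). In MAFG cells, 272 of 2019 (13.5%) did, against 0.121% (p = 0.000999 by the same permutation test). Per library, 53.6% ± 0.418 of anti-MITF peaks overlapped in GFP cells and 12.8% ± 0.473 in MAFG cells (SD, n = 3 each). All 3 libraries of a line were set against the same anti-MAFG consensus. These SDs and the test of the difference therefore hold no spread between anti-MAFG replicates. The difference of -40.8 percentage points had the smallest p this design allows (exact permutation test, p = 0.1). It fell to -9.82 points with equal peak numbers. Without GFP-cell anti-MAFG replicate 1, 2 or 3 it was -22.7, -25.0 or -36.3 points. Without 1 of the MAFG-cell anti-MAFG replicates it was -43.9 to -44.7 points.

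The share of peaks at H3K4me3-marked sites was then compared. It was 26.0% ± 0.579 for anti-MAFG in GFP cells and 12.7% ± 0.505 in MAFG cells (SD, n = 3 each), a difference of -13.3 points (exact permutation test, p = 0.1). For anti-MITF it was 40.6% ± 0.680 and 33.4% ± 1.64 (SD, n = 3 each), a difference of -7.17 points (exact permutation test, p = 0.1). With 1 H3K4me3 list per line, these SDs and tests hold no spread of that mark. When only H3K4me3 peaks called in both lines were used, the anti-MITF difference was -1.26 points (exact permutation test, p = 0.2), and the anti-MAFG difference was -8.82 points. With equal peak numbers both differences were larger, -15.2 points for anti-MITF and -17.1 for anti-MAFG, and with a −log10 q of at least 5 they were -11.3 and -12.7 points.

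**Figure D2:**
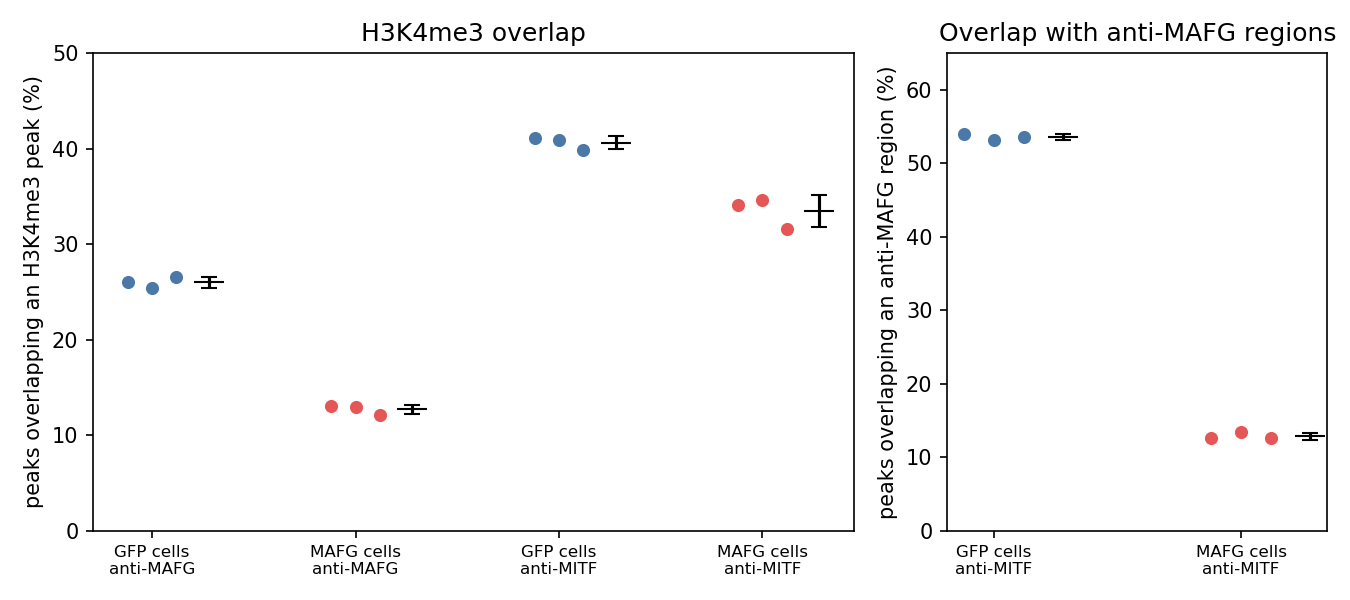
Percent of peaks per library overlapping an H3K4me3 peak of the same cells (left) and percent of anti-MITF peaks overlapping an anti-MAFG consensus region of the same cells (right), by group on the horizontal axis; points are libraries and black marks the mean ± SD. In both panels MAFG-cell libraries lie below GFP-cell libraries of the same antibody.

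Of the 10 listed genes with known MAF or NRF2 sites, 5 had an anti-MAFG consensus region near a gene end in MAFG cells, namely GCLC, HMOX1, NQO1, SLC7A11 and TXNRD1. Matched random lists gave a mean of 0.223 genes (one-sided permutation test, p = 0.0001, the smallest it can give; Benjamini-Hochberg adjusted 0.0008 over 16 tests). The same 5 genes had one in GFP cells, where random lists gave 3.14 (permutation p = 0.169, adjusted 0.289). Anti-MAFG peaks lay near each of these 5 genes in 3 of 3 MAFG-cell libraries. With anti-MITF, 7 of the 10 genes had a consensus region in GFP cells and 1, TXNRD1, in MAFG cells. Random lists gave 5.12 and 0.650 (permutation p = 0.181 and 0.491, adjusted 0.289 and 0.565), so these counts did not stand out. Of the 10 listed MITF targets, 6 had an anti-MITF consensus region in GFP cells, namely CDK2, MITF, MLANA, PMEL, RAB27A and TYR, and 2 in MAFG cells, MLANA and TYR. Neither number passed the correction against random lists (permutation p = 0.0805 and 0.0873, both adjusted to 0.233).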

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

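The test in this part was chosen after the result was seen. The H3K4me3 lists of both cell lines held peaks on a sequence named HIV-1, which lies outside the chromosomes used in the comparisons. In GFP cells there was 1 peak, from 7330 to 7750, with the authors' fold enrichment of 11.88. In MAFG cells there were 2, from 9 to 682 with a fold enrichment of 13.29 and from 7193 to 7969 with one of 17.7. The 12 anti-MAFG and anti-MITF lists held no peak there. No control list was analysed to set a level, so each peak stands against the authors' own calling limit only.

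A candidate explanation is an integrated viral vector that carries parts of this sequence in both lines, as vectors used for overexpression can. The peaks covered 18.23% of the sequence between the outermost of them, in 2 stretches. That is what such a vector would give, but H3K4me3 forms narrow peaks on any template, so the value does not separate a vector from other sources of the sequence. Reads from a contaminating template and reads misplaced from the human genome stay open. The labels name no vector, and no biological explanation was tested. The comparisons as reported left these peaks out; including all sequences in the files gave the same H3K4me3 peak-number difference to 2 decimals, -0.23 on the log2 scale.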

How the results depend on the processing

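All results on peak number, co-occupancy and H3K4me3 overlap that had a test kept their direction and their side of 0.05 under every alternative run. For comparisons of 3 libraries against 3 this says nothing about stability, since no p under 0.1 was possible. Nor does the test of the difference between the antibodies, which could pass 0.05 only from about 4.37 on the log2 scale; over the fits that each left out one replicate, that difference ranged from -0.461 (without GFP-cell anti-MAFG replicate 3) to -0.0521 (without GFP-cell anti-MAFG replicate 1), and with base pairs covered by peaks it was -0.0270. The mean difference over both antibodies kept an exact permutation p = 0.005 in the 12 fits that each left out one replicate, with values from -3.31 to -3.11.

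An equal number of peaks per library changed most. Regions called only in GFP cells fell to 401 with anti-MAFG and 245 with anti-MITF, while those called only in MAFG cells rose to 539 and 230. The mean overlap between cell lines rose from 6.34% to 12.1% and that between antibodies fell from 15.4% to 8.02%, which reverses their order. The alternative removes the difference in peak number by construction, which brings both directions close to balance whatever the cause, so it does not say what the imbalance of 8547 against 119 regions reflects. With a −log10 q of at least 5, 5161 anti-MAFG regions were called only in GFP cells; fewer peaks enter by construction.

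Counting overlapped peaks of the smaller library in place of shared base pairs gave 69.8% within groups, 81.3% between cell lines and 36.7% between antibodies. This reverses the order of the first pair, since MAFG-cell lists are short and mostly lie inside the longer GFP-cell lists. Base pairs covered gave an H3K4me3 difference of -0.48 on the log2 scale; the cause was not tested.

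Leaving out one replicate moved counts of regions of one cell line only because fewer libraries had to agree. Across the 6 fits each, anti-MAFG regions called only in GFP cells ranged from 8705 to 14548 (the highest without GFP-cell replicate 3), those only in MAFG cells from 130 to 183 (the highest without MAFG-cell replicate 2), and anti-MITF regions only in MAFG cells from 3 to 8. The co-occupancy difference ranged from -44.7 to -22.7 points over 12 fits, the smallest without GFP-cell anti-MAFG replicate 1. Without GFP-cell anti-MAFG replicate 2 it was -25.0 points, and without replicate 3 it was -36.3. The consensus rule stayed at 2 libraries, so both remaining libraries had to agree, which is stricter. The change is therefore not particular to replicate 1. The share in GFP cells ranged from 40.0% to 62.8% and that in MAFG cells from 9.31% to 15.7%.

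Replicate numbers are shared between groups. Deviations of region calls of same-numbered libraries correlated between -0.00497 and 0.0256, and those of differently numbered ones between -0.0181 and 0.00606. With anti-MAFG every same-numbered value (0.00641 to 0.0256) lay above every other (at most 0.00557), and with anti-MITF the values were mixed. All were small, so the numbers show no clear pairing, and a weak one with anti-MAFG is not excluded. With a replicate block the differences were -3.30 and -3.08 in peak number and -3.19 over both antibodies (exact sign-flip p = 0.25, 0.25 and 0.0312), and -40.8, -13.3 and -7.17 points for co-occupancy and the H3K4me3 shares of anti-MAFG and anti-MITF (p = 0.25 each, the smallest 3 pairs allow).

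The whole gene body with 5000 bp on either side was chosen after seeing the data. It left the MAF and NRF2 counts in all 4 groups as they were and raised all 4 counts of MITF targets. With anti-MAFG these became 5 in GFP cells and 2 in MAFG cells. With anti-MITF they became 8 in GFP cells (permutation p = 0.0431, adjusted 0.172) and 4 in MAFG cells (permutation p = 0.0105, adjusted 0.056), so neither passed 0.05 after adjustment. The planned promoter shares and motif shares, with their alternatives, were not run, as a table of start sites and a genome sequence were not used here. Depth limits the comparison between the lines: the control of MAFG-cell libraries was 3.02-fold shallower, which raises the signal a site needs to be called.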

Other observations

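The tests of depth, control scaling, uniform loss, other splits, anti-MITF calls at regions of MAFG cells only, gene lists and chromosome 3 were chosen after the results were seen, as was the test of the calling limit over all regions of MAFG cells; the test of the calling limit over the 119 regions was not.

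Fewer anti-MAFG and anti-MITF peaks were called in MAFG cells. Fewer sequenced fragments do not account for this, since the mean recovered depth of the 6 MAFG-cell libraries was 0.9399 of that of the 6 GFP-cell libraries. Scaling to the shallower control lowers peak numbers, by an amount that was not estimated. The regions that could test it were few beside the 17346 anti-MITF and 19194 anti-MAFG consensus regions of GFP cells. Among those tested, it does not account for all missed calls. How much of the drop in peak number it explains stays open. GFP-cell regions whose signal, scaled to the MAFG-cell depth and scale, stayed at 2 times the calling limit were called per MAFG-cell library in 68.99% of cases with anti-MITF (503 regions) and in 49.8% with anti-MAFG (87 regions). The same projection gave 90.1% to 98.6% between GFP-cell libraries, over 3729 to 8854 regions with no upper bound on their signal. Of the tested regions, 332 of 503 with anti-MITF and 63 of 87 with anti-MAFG lay at only 2 to 3 limits. This reference is therefore not matched in signal, and the size of the gap cannot be read from it. The comparison with H3K4me3 was matched. H3K4me3 regions were mostly far past the limit (median of 8.98 limits), so they were compared at 2 to 3 limits, where 83.4% were called (669 regions, exact 95% interval 80.4% to 86.1%), against 63.0% to 64.2% per library with anti-MITF (332 regions) and 39.7% to 52.4% with anti-MAFG (63 regions). Lower capture of these factors in the MAFG-cell preparations, and less binding in the cells, stay open and cannot be separated with peak lists. A loss common to all antibodies stays open too, since H3K4me3 had 1 library per line.

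Regions called only in GFP cells were weighed against a loss of signal by 1 factor at all sites. At regions called in all 6 libraries, such a loss gives a line difference in log2 signal that varies over regions only as replicates do, a variance ratio of 1. The ratio was 7.152 for anti-MAFG (612 regions) and 2.063 for anti-MITF (1146 regions), and at most 0.825 and 1.06 in the other 9 splits of the libraries. Those splits mix both lines on each side, so a line difference enters their replicate spread and lowers their ratios. They are therefore no independent reference, and the ratios were read against 1. Weak regions enter only when their signal is high, which adds a trend, so the ratio was also taken over the 153 anti-MAFG and 287 anti-MITF regions with the highest GFP-cell signal, over as many with the highest MAFG-cell signal and with the trend removed. Over these 4 versions it was 7.15 to 7.89 and 2.06 to 2.82, with bootstrap 95% intervals from 6.04 and 1.83 upwards. One loss factor therefore does not account for either antibody, and the departure was smaller with anti-MITF. A redistribution among sites may contribute, as a hypothesis; a difference between the preparations of the lines that acts unevenly over sites stays open. An earlier comparison gave no verdict, since it rested on simulated losses: the area under the curve of GFP-cell rank for kept regions was 0.644 for anti-MAFG, below the imitated loss in 9 of 9 pairs, and 0.758 for anti-MITF, above it in 9 of 9 pairs, and both were below an imitation without counting noise (0.853 and 0.885).

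In region counts, 1 of the 10 splits of the 6 anti-MAFG libraries, the real one, gave as many regions of one side only, and 1 of the 10 splits of the anti-MITF libraries did. In the smaller direction, 1 of the 10 splits gave 119 or more anti-MAFG regions, while 6 of the 10 gave 3 or more anti-MITF regions. The other 9 splits gave 16 to 171 regions for anti-MAFG, where the real one gave 8666, and 16 to 44 for anti-MITF, where the real one gave 7902. The share of splits cannot fall under 0.1 with 3 libraries against 3. The 3 anti-MITF regions of MAFG cells only do not stand out from other splits.

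The 119 anti-MAFG regions called only in MAFG cells go against the general direction. Local background left uncorrected by the shallow control would affect both antibodies, but 5.042% of these regions were called in any anti-MITF library of MAFG cells. A second explanation is signal just past the limit in one line and just under it in the other. Scaled to GFP-cell libraries with the 95th percentile of their background, 49.58% of regions passed 2 times the limit in every library and 97.5% passed the limit itself. The first value falls on neither side of the split set in advance, and the regions were chosen for being missed in GFP cells. Over all regions called in 3 MAFG-cell libraries and past 2 limits when scaled, 8.333% with anti-MAFG (59 of 708, exact 95% interval 6.40% to 10.6%) and 0.415% with anti-MITF (3 of 723, 0.0857% to 1.21%) were called in no GFP-cell library. A signal near the limit therefore does not account for most of these 59 regions. For the other 60 it cannot be told apart from binding gained with MAFG overexpression, which stays a hypothesis for all 119.

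A stretch of chromosome 3, with its outermost anti-MAFG peaks of MAFG cells at 60695768 and 62983079, held 11 to 19 of them per library, 6.71 to 9.23 times the density elsewhere, and was also dense with anti-MITF in these cells (7.24 to 9.07 times). In GFP cells the density was 2.23 to 2.79 times that elsewhere. More copies of the stretch in both lines may explain this. The local background there, relative to the genome-wide one, was a median of 4.257 times that at peaks elsewhere over the 12 libraries and above 1 in each, which is in line with this hypothesis. The ratio differed by line, from 2.97 to 3.81 in GFP cells and from 4.70 to 7.5 in MAFG cells, which equal extra copies in both lines would not give. At regions called in both lines the ranges were 2.42 to 3.20 and 3.13 to 5.50. The libraries of a line share what appears to be 1 control, so these are not independent values, and the coarse steps of the shallower control or unequal copy numbers stay open. Between 0 and 5 other windows of this length per library had a background as high. The bounds of the stretch were drawn around peaks already seen, and a narrower window inside it was tried first and gave ratios of 4.32 to 5.64 in GFP cells and 4.70 to 9.01 in MAFG cells. A sequence that collects reads for other reasons would give the same, and copy number was not measured.

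MAF and NRF2 target genes with anti-MAFG regions in MAFG cells were more than gene length and a marked promoter give, since the permutation p over 10000 matched random lists was 0.0001, the smallest they can give. The 5 genes had consensus regions in GFP cells too. The difference between the lines in this number was not tested.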
